A study of Caenorhabditis elegans with 66 samples.

How the data were processed

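Small RNA was sequenced from whole Caenorhabditis elegans animals of wild type and of 6 mutant genotypes at 48 h (L4 larvae) and 72 h (gravid adults). Per the labels' protocols, total RNA was treated with RNA 5' polyphosphatase before library preparation. The libraries were made in 3 sets, named here set A, set B and set C. Set A holds wild type, snpc-1.2 and snpc-1.3. Set B holds wild type, prg-1, mut-16, hrde-1 and the snpc-1.2; snpc-1.3 mutant, which lacks both genes. Of set C, wild type was used. Wild type replicate 3 of set B at 72 h is a resequenced library, per the file headers. Each group had 3 libraries, and 54 libraries in 18 groups were analysed. A further 12 samples of the series, from the mutants of set C, were not analysed here. The deposited tables also hold 12 columns that match no sample of the series, and these were not used in any step.

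The deposited count table, per the file headers, gives raw counts per piRNA for 17114 piRNAs, of which 15363 carry an annotated 21ur name and 1751 carry a name that begins with novel_21ur. The trimming, alignment and counting steps are not stated in the labels. The table lists piRNAs alone, so a column sum is the total of the piRNA counts and is not the depth of the library. Library read totals were not used here, so the piRNA share of all reads was not computed, and the alternatives that needed those totals were not run. A second deposited table holds, per the file headers, batch-corrected normalized log2 CPM for 13211 piRNAs. Its scaling and its correction model are not stated. It gave the coordinates and sequences of the piRNAs, and its log2 values entered 1 alternative test. Coordinates are 1-based. Those of the annotated piRNAs equal the WBcel235 annotation, which was used to look up overlapping genes. Among its sequences, 34 are listed more than once, so counts of those piRNAs are uncertain. None of the named piRNAs is among them (0 cases).

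The main test was the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3 on the deposited counts, with TMM normalization, robust dispersion estimates and filterByExpr (minimum count 10, minimum total 15), which kept 8512 piRNAs. All 54 libraries entered 1 fit with a mean for each set, genotype and age, so each mutant was compared with wild type of its own set and age. The design had been written for 66 libraries and was run on the 54 with a column. A piRNA was called at a Benjamini-Hochberg adjusted p below 0.05. A comparison of the mutant lacking both genes with snpc-1.2 crosses sets and was tested as a difference of the 2 differences from wild type. Log2 fold changes are given with standard errors. Each standard error is the absolute log2 fold change without shrinkage, divided by the square root of the F statistic. The printed fold changes are the shrunken values of edgeR, so the standard error belongs to the estimate without shrinkage.

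Stage classes were defined in wild-type libraries that do not belong to the set under study. A piRNA was 48 h-enriched or 72 h-enriched when it changed at least 2-fold between the ages with an adjusted p below 0.05. For snpc-1.2 the classes came from set B, for snpc-1.3 from set B and set C together, and for the mutant lacking both genes from set A. The share of each library's piRNA counts in a class was compared by an exact two-sided permutation test, adjusted over 12 tests. With 3 libraries against 3 the smallest p is 0.1, so no such test can pass 0.05.

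Named piRNAs were chosen by a rule fixed before the data were examined. For wild type across ages and for the snpc mutants, these were the 2 most abundant piRNAs in each direction among those called, changed at least 2-fold and with every library of one group beyond every library of the other of the same set. Abundance was the mean CPM in the higher group. For prg-1, mut-16 and hrde-1, 1 piRNA was taken in each direction.

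The pipeline was tested on simulated data in which 200 piRNAs changed 4-fold and all others kept the wild-type composition, at the real totals of each comparison. For hrde-1 at 48 h, 88.5% of the changed piRNAs were recovered with 5 false calls among 8419 piRNAs tested. For prg-1 at 48 h the same fit recovered 28.5% and made 2180 false calls among 8449. With the sum of piRNA counts as the only scaling, that simulation made 0 false calls and recovered 10.5%. The simulated means were proportional to these totals, so the sum was near the right scaling by construction. Its few false calls therefore do not show that it suits real libraries whose composition changed. Each comparison was simulated in a single draw. TMM gave the simulated prg-1 libraries a factor 4.69 times that of wild type, where 1 is correct. For the mutant lacking both genes TMM made 2 false calls at 48 h among 8462 piRNAs and 517 at 72 h among 8411, and the sum made 0 and 0. For snpc-1.3 at 48 h TMM made 41 false calls beside 170 recovered piRNAs among 8465. For snpc-1.2 at 72 h it made 26 beside 151 among 8391. TMM counts of calls for prg-1 and for the mutant lacking both genes are therefore printed beside those scaled by the sum.

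Alternatives fixed at the same time were DESeq2 size factors, the sum of piRNA counts as the only scaling, no filter, a filter at a mean of 10 counts, the DESeq2 1.42.0 Wald test, fits of the compared groups alone, fits without the set, limma 3.58.1 on the deposited log2 CPM, a replicate block, each set alone for wild type, and leaving out each library. Equal library sizes, TMMwsp and fits without set C wild type replicate 3 at 72 h were added after the data had been seen. Replicate numbers come from the labels. Deviations from the group means of same-numbered libraries were compared in 24 pairs of groups. In 4 of them every correlation was above 0.1, and the libraries are treated here as paired by number: wild type at 48 h with snpc-1.2 (0.11, 0.35 and 0.23), with mut-16 (0.31, 0.29 and 0.12) and with hrde-1 (0.22, 0.24 and 0.16) at 48 h, and set C wild type at 48 h with that at 72 h (0.31, 0.16 and 0.11). In the other 20 the libraries are treated as sharing a number alone. Differently numbered libraries were not compared, so pairing is not established.

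Other splits of the libraries were drawn by 2 schemes for the 5 comparisons of 4 groups. These fits held the compared libraries alone. The first exchanged labels within age or set. The second, which spread all libraries over the groups, was added after the first had been seen, and both are reported. The influence of library size on the 3 stage differences was likewise tested in 2 forms, first by calls after thinning and then, after those results were known, by the ratio of the classes, whose expected value thinning does not move. The minimum of 50 counts for loci kept in prg-1 or in the mutant lacking both snpc genes was chosen after a first look with another minimum. Carry-over in the mutant lacking both snpc genes was tested by shares and then, after those results were known, by the ratio of the classes and by single abundant piRNAs. The limits of the last test were set for both ages together, and it was given per age after its result was seen. Of 55 tests of explanations, 27 were specified before their result was seen and 28 after.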

Results

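Small RNA libraries of wild-type Caenorhabditis elegans and of mutants in small RNA pathways were compared at 48 h, when the animals are L4 larvae, and at 72 h, when they are gravid adults. piRNAs are short RNAs, here 21ur RNAs, bound by the Argonaute protein PRG-1. The study concerns snpc-1.2 and snpc-1.3, genes related to the SNAPC1 subunit of a transcription factor complex, and piRNAs that differ between the sexes. The other mutants lacked prg-1, mut-16, a gene needed to amplify secondary small RNAs, or hrde-1, a nuclear Argonaute. Each group had 3 libraries. The deposited counts are those of piRNAs alone, and the targeted protein-coding genes were not measured.

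piRNA counts per library ranged from 3167 in a prg-1 library at 48 h to 2276260 in a mut-16 library at 72 h. In set B, wild type had 867475 ± 69810 counts at 48 h (SD, n = 3) and prg-1 had 6754 ± 3124, which was 0.779% of wild type. At 72 h prg-1 had 8834 ± 2483 counts, 1.09% of the wild-type mean of 810544 ± 147024. The mutant lacking both snpc genes had 24558 ± 7352 counts at 48 h, 2.83% of wild type, and 28553 ± 5078 at 72 h, 3.52% of wild type. In set A, snpc-1.2 had 686736 ± 100735 counts at 48 h against 1070363 ± 90277 in wild type (64.2%), and 187500 ± 76692 against 728645 ± 184614 at 72 h (25.7%). snpc-1.3 had 734838 ± 52639 counts at 48 h (68.7%) and 765375 ± 40075 at 72 h (105%). mut-16 had 137% of the wild-type mean at 48 h and 236% at 72 h, and hrde-1 had 101% and 104%. Every library of the mutant lay outside the wild-type range except for hrde-1 at both ages (exact permutation p 0.9 and 0.8) and snpc-1.3 at 72 h (exact permutation p 0.9), where the groups overlapped. In the 9 comparisons without overlap the exact two-sided permutation p was 0.1, the smallest possible with 3 against 3, and 0.133 after adjustment over 12 comparisons. These totals carry no correction for library depth, which was not used here. In set C, wild type replicate 3 at 72 h had 9912 counts. Its Spearman correlations with replicates 1 and 2 of its group were 0.177 and 0.082, against 0.842 between those, and 18.9% of its counts were in the 72 h-enriched class of set B wild type against 65.9% and 69.1%. Leaving out 1 library moved hrde-1 to between 88.4 and 112% at 48 h and to between 88.8 and 116% at 72 h, and snpc-1.3 at 72 h to between 97.2 and 123%.

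**Figure D1:**
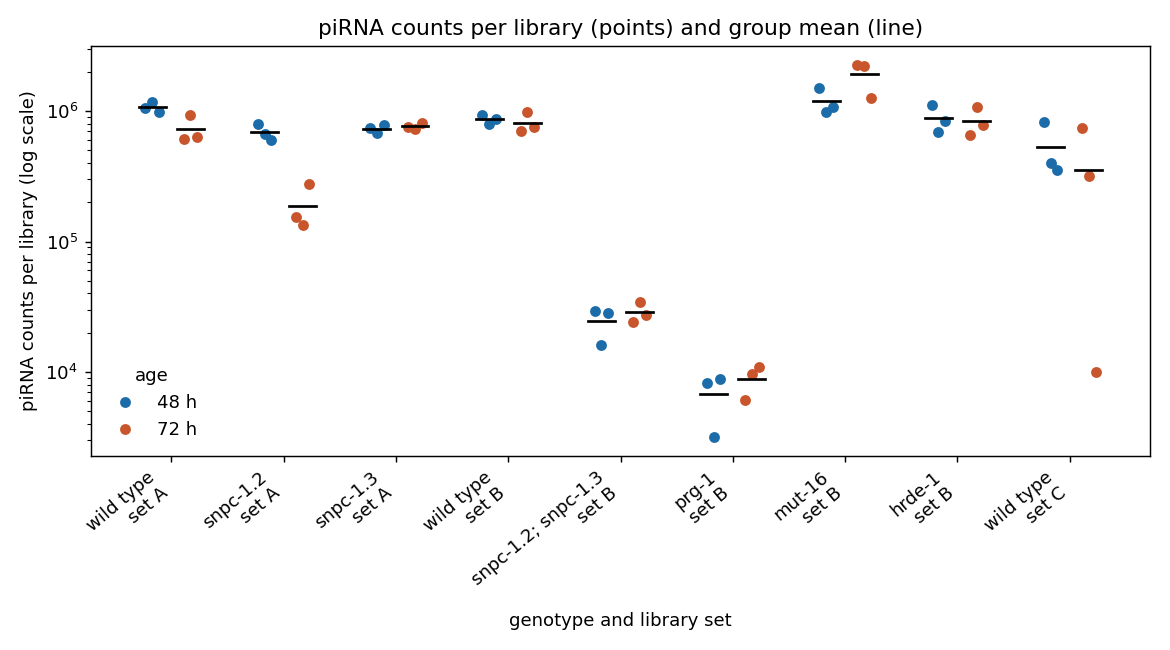
piRNA counts per library on a log axis, by genotype and library set, with 48 h in blue and 72 h in orange; points are libraries and black lines are group means (n = 3). The prg-1 libraries and those of the mutant lacking both snpc genes lie below all other libraries except 1 wild-type library of set C, which has 9912 counts.

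The first comparison asked which piRNAs change between the ages in wild type, over the 3 sets. Of 8512 piRNAs tested, edgeR called 7131, with 3528 higher and 3603 lower at 72 h. The alternative that moved this count most was the fit of set C alone, which tested fewer piRNAs. It called 1440 of 3658, or 2762 of 4393 without its wild type replicate 3 at 72 h. Leaving that library out of the fit of all sets gave 7180, with 3509 higher and 3671 lower. With equal library sizes the split was 1672 higher and 4019 lower. The 2 named piRNAs with the highest level at 48 h were 21ur-6881 (chromosome IV, 16374700 to 16374720, plus strand, WBcel235, outside the annotated genes examined) and 21ur-669 (IV, 16575752 to 16575772, minus strand, outside the exons of Y51H4A.8 on the same strand). 21ur-6881 had 4210 ± 1870 counts at 48 h and 314 ± 189 at 72 h (SD, n = 9 each), a log2 fold change of -3.04 (SE 0.23, edgeR adjusted p 9.3e-22). 21ur-669 fell by 3.02 on the log2 scale (SE 0.22, edgeR adjusted p 9.3e-23). Among those higher at 72 h, 21ur-7611 (IV, 16837991 to 16838011, plus strand) changed by 3.00 (SE 0.25, edgeR adjusted p 6.2e-19) and 21ur-2400 (IV, 14753357 to 14753377, plus strand) by 1.00 (SE 0.19, edgeR adjusted p 1.9e-06), which was 0.17 and not called with equal library sizes. Without set C wild type replicate 3 at 72 h, 21ur-2400 changed by 0.93, which is less than 2-fold. Without set B wild type replicate 1 at 48 h it changed by 1.55. The CPM of 21ur-2400 was 3140 ± 2920 at 72 h and 1490 ± 254 at 48 h (SD, n = 9 each). Across 7064 piRNAs, the log2 fold changes of set A and set B fitted separately had a Pearson r of 0.94. piRNAs are not independent replicates, so no p-value is given for this or the other correlations across piRNAs.

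The next comparison asked how loss of snpc-1.3 changes piRNAs at each age. At 48 h, 6582 piRNAs were called, 3288 higher and 3294 lower. With equal library sizes the calls were 3944, with 377 higher and 3567 lower. 21ur-6881 had 36 ± 2 counts in snpc-1.3 and 5080 ± 348 in wild type (SD, n = 3), a log2 fold change of -6.06 (SE 0.47, edgeR adjusted p 4.7e-21). 21ur-669 changed by -4.73 (SE 0.41, edgeR adjusted p 3.6e-18). 21ur-5107 (IV, 15257820 to 15257840, minus strand) had 9750 ± 1100 counts against 8390 ± 1830, a log2 fold change of 1.31 relative to the other piRNAs (SE 0.43, edgeR adjusted p 0.0047). Leaving out 1 library moved that fold change to between 0.94 and 2.25, the latter without wild type replicate 2. 21ur-5554 (IV, 13746888 to 13746908, minus strand) had 9940 ± 96.2 against 10300 ± 2780 counts and a log2 fold change of 1.05 (SE 0.41, edgeR adjusted p 0.017), which was -0.04 with equal library sizes. The call of 21ur-5554 was lost without snpc-1.3 replicate 2 or wild type replicate 1 or 3 (log2 0.74 to 0.95, edgeR adjusted p 0.054 to 0.099). Without wild type replicate 2 its log2 fold change was 2.06. At 72 h 799 piRNAs were called, 11 higher and 788 lower. Without wild type replicate 3 these were 519, and without snpc-1.3 replicate 3 they were 524. 21ur-6881 fell by 3.28 on the log2 scale (SE 0.43, edgeR adjusted p 9.1e-09), from 324 ± 96.9 counts to 32.3 ± 10.3, and 21ur-1258 (IV, 14392623 to 14392643, plus strand) fell by 1.65 (SE 0.35, edgeR adjusted p 0.00027). 21ur-4766 (IV, 15281916 to 15281936, plus strand) rose by 1.41 (SE 0.39, edgeR adjusted p 0.0084), and was not called without snpc-1.3 replicate 3 (1.17, edgeR adjusted p 0.11). 21ur-5030 (IV, 15228810 to 15228830, minus strand, outside the exons of pkd-2) rose by 1.11 (SE 0.35, edgeR adjusted p 0.029), and lost its call without any 1 of 5 libraries, snpc-1.3 replicate 1 being the exception (edgeR adjusted p 0.061 to 0.14). The difference between the 72 h and 48 h effects was itself called for 3320 piRNAs, 1094 higher and 2226 lower, and 1375 higher and 1100 lower with DESeq2 size factors.

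In the class shares, which need no scaling between libraries, the 48 h-enriched class (1765 piRNAs) held 43.4% ± 4.1 of the piRNA counts in wild type at 48 h and 3.63% ± 0.13 in snpc-1.3 (SD, n = 3). The 72 h-enriched class (1789 piRNAs) held 19.6% ± 3.5 in wild type and 57.9% ± 0.11 in snpc-1.3. As counts, the 48 h-enriched class was at 5.78% of wild type and the 72 h-enriched class at 201%. At 72 h the 48 h-enriched class held 5.74% ± 1.2 in wild type and 2.65% ± 0.059 in snpc-1.3, and the 72 h-enriched class 59.6% ± 1.6 and 62.9% ± 0.32. In all 4 comparisons the 3 mutant libraries lay outside the wild-type range (exact permutation p 0.1, the smallest possible, adjusted 0.109).

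For snpc-1.2 at 48 h, 3709 piRNAs were called, 5 higher and 3704 lower, with a median log2 fold change of -0.83 over all piRNAs tested. With the replicate block 8 were higher and 4158 lower. The split depended on the scaling: the sum of piRNA counts gave 266 higher and 2222 lower with a median of 0.14, and DESeq2 size factors gave 783 higher and 2063 lower. Leaving out snpc-1.2 replicate 3 gave 2321 calls, wild type replicate 1 gave 2373 and wild type replicate 3 gave 2356. The named piRNAs that were lower were 21ur-1793 (IV, 14495458 to 14495478, plus strand, antisense to tag-273 outside its exons), with 7750 ± 887 counts against 16700 ± 2190 (SD, n = 3) and a log2 fold change of -1.45 (SE 0.42, edgeR adjusted p 0.0028), and 21ur-5554, with 5990 ± 1440 counts against 10300 ± 2780. The log2 fold change of 21ur-5554 was -1.11 (SE 0.41, edgeR adjusted p 0.022) and became 0.17 with DESeq2 size factors. With the sum of piRNA counts neither was called (-0.45 for 21ur-1793 and -0.13 for 21ur-5554). Without snpc-1.2 replicate 3 or any 1 wild-type library 21ur-1793 was not called (log2 -0.80 to -0.05). 21ur-5554 was not called without snpc-1.2 replicate 1 or 3 or any 1 wild-type library, and was 0.40 without wild type replicate 2. Those that were higher were novel_21ur-1698 (X, 9192124 to 9192144, minus strand), with 42.3 ± 14 counts against 4.67 ± 3.79, and novel_21ur-1699 (X, 9192186 to 9192206, minus strand), with 28 ± 7.55 against 6.67 ± 2.08. Their log2 fold changes were 2.79 (SE 0.52, edgeR adjusted p 1.8e-06) and 1.70 (SE 0.53, edgeR adjusted p 0.0052). Both lie antisense to the noncoding RNA gene Y81B9A.5, whose exons were not looked up. Leaving out 1 library gave 2.85 to 4.32 for the first and 1.74 to 2.91 for the second. With DESeq2 size factors they were 4.02 and 2.93. The other piRNAs called higher were chosen after their values were seen. They were novel_21ur-0578 (mean 23.7 against 1.67 counts), novel_21ur-1754 (14.3 against 3) and novel_21ur-1714, with a mean of 2 counts against 0, at which no fold is given.

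At 72 h, 5630 piRNAs were called in snpc-1.2, 1961 higher and 3669 lower, with a median log2 fold change of -0.42. With the sum of piRNA counts 4251 were higher and 2604 lower, with a median of 1.51. 21ur-5107 had 682 ± 273 counts in snpc-1.2 and 10400 ± 3710 in wild type (SD, n = 3), a log2 fold change of -3.95 (SE 0.48, edgeR adjusted p 5.1e-12). 21ur-1793 changed by -2.51 (SE 0.43, edgeR adjusted p 3.2e-07). With DESeq2 size factors 21ur-5107 changed by -2.27 and 21ur-1793 by -0.84 (edgeR adjusted p 0.0089), and both were still called. 21ur-6881 had 1550 ± 681 counts against 324 ± 96.9, a log2 fold change of 2.16 (SE 0.38, edgeR adjusted p 6.3e-07), which was 3.81 with DESeq2 size factors. 21ur-10492 (II, 13247294 to 13247314, minus strand, antisense to an exon of F15D4.5) had 1200 ± 392 counts against 495 ± 171 and a log2 fold change of 1.29 (SE 0.58, edgeR adjusted p 0.044), which was -0.26 in the fit without the set and lost its call without any 1 of the 6 libraries (1.13 to 1.41, edgeR adjusted p 0.051 to 0.12). The difference between the ages was called for 2637 piRNAs, 1883 higher and 754 lower, and for 3157 higher and 291 lower with the sum of piRNA counts. With equal library sizes edgeR called 0, with 1909 at an unadjusted p below 0.05, and DESeq2 called 2547 with its own size factors.

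For snpc-1.2 the classes held 2505 and 2188 piRNAs. At 48 h the 48 h-enriched class held 46.8% ± 4.1 of the counts in wild type and 62.5% ± 0.62 in snpc-1.2 (SD, n = 3), and the 72 h-enriched class 26.7% ± 4 and 8.93% ± 0.53. At 72 h the 48 h-enriched class held 6.28% ± 1.3 in wild type and 51.8% ± 2.2 in snpc-1.2, and the 72 h-enriched class 72% ± 1.3 and 14.3% ± 1.1. As counts at 72 h, the 48 h-enriched class was at 220% of wild type and the 72 h-enriched class at 4.98%. The 3 mutant libraries lay outside the wild-type range in all 4 comparisons (exact permutation p 0.1, the smallest possible, adjusted 0.109).

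**Figure D2:**
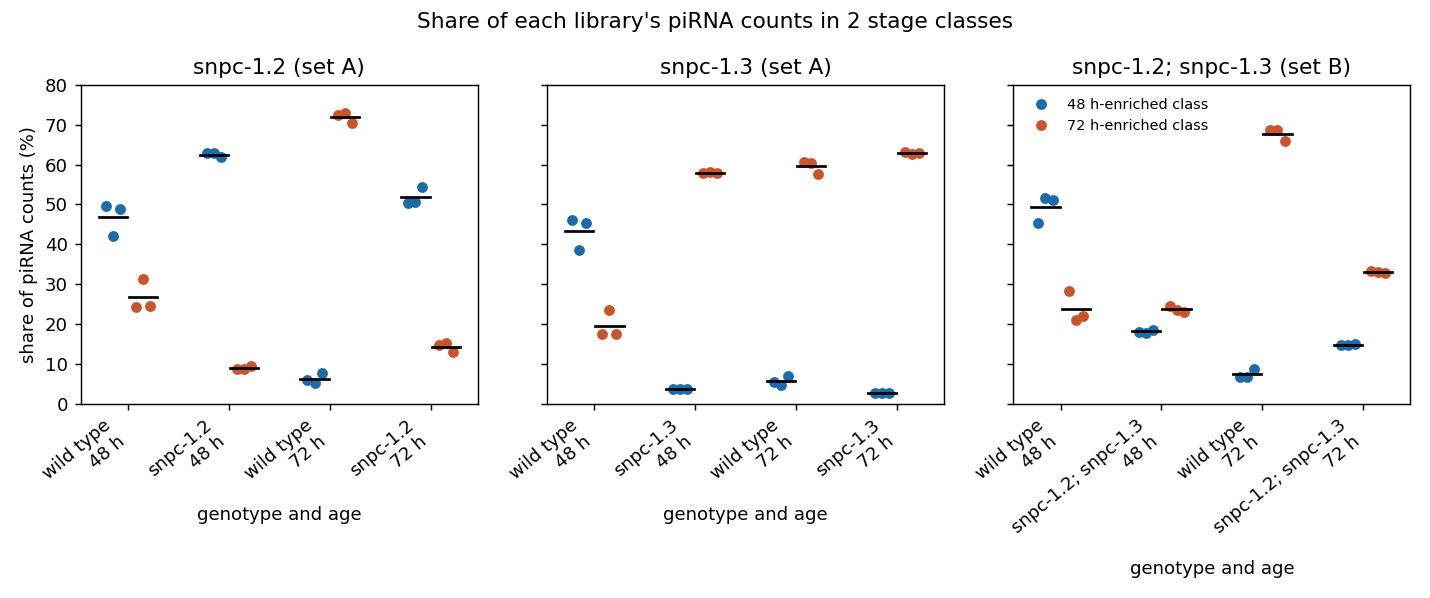
Percent of each library's piRNA counts in the 48 h-enriched (blue) and 72 h-enriched (orange) class for wild type and each snpc mutant at both ages; points are libraries and black lines are means (n = 3). The snpc-1.3 libraries at 48 h have 3.56 to 3.78% in the 48 h-enriched class, and the snpc-1.2 libraries at 72 h have 13 to 15.2% in the 72 h-enriched class.

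The piRNAs lower in each single mutant were set against each other at the age of the larger change, where the comparisons share no library. At least 2-fold lower calls numbered 3211 in snpc-1.3 at 48 h and 3614 in snpc-1.2 at 72 h, and 4 piRNAs were in both lists, against 1363 for independent lists. Of the piRNAs lower in snpc-1.3 at 48 h, 73.3% were 48 h-enriched in set B wild type and 0.0311% were 72 h-enriched. Of those lower in snpc-1.2 at 72 h, 56.3% were 72 h-enriched and 0.36% were 48 h-enriched. Across 7064 piRNAs, the effect of snpc-1.3 at 48 h in set A had a Pearson r of 0.86 with the wild-type stage effect (72 h against 48 h) in set B, and the effect of snpc-1.2 at 72 h an r of -0.76. For snpc-1.2 at 48 h r was -0.62, and for snpc-1.3 at 72 h it was 0.62. These 4 comparisons were chosen after the data had been seen.

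**Figure D3:**
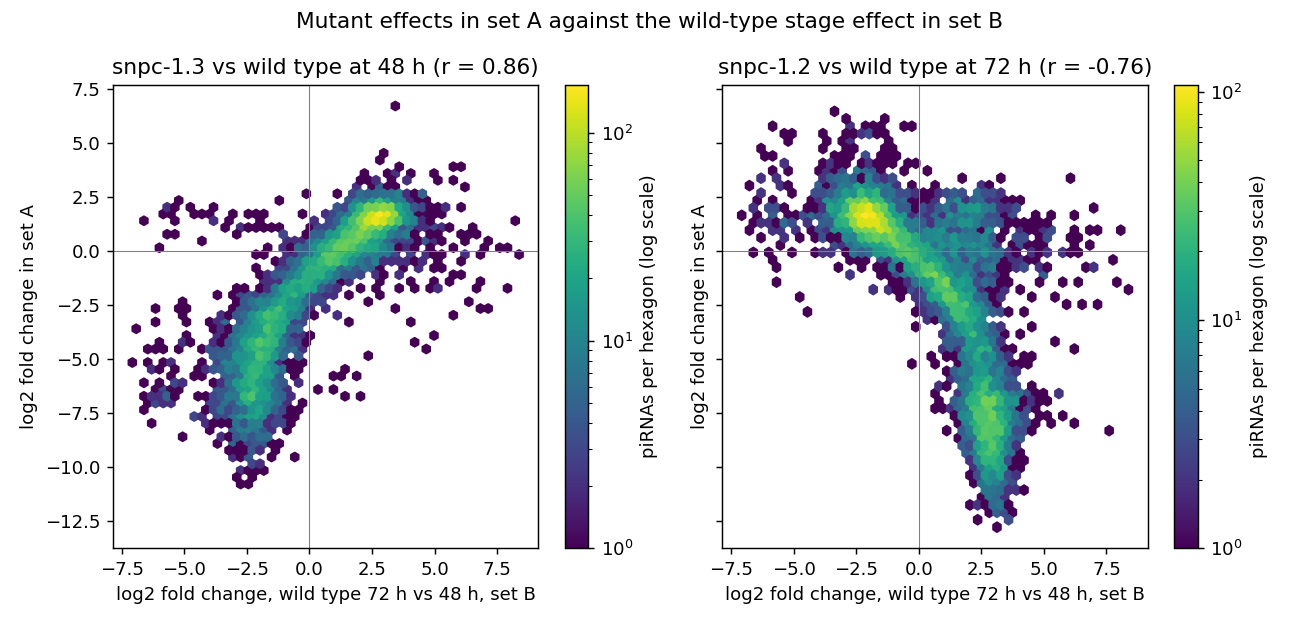
Log2 fold change of each of 7064 piRNAs in set A mutants (vertical axis; left, snpc-1.3 at 48 h; right, snpc-1.2 at 72 h) against the log2 fold change from 48 h to 72 h in set B wild type (horizontal axis); color gives piRNAs per hexagon on a log scale. Pearson r across piRNAs is 0.86 on the left and -0.76 on the right.

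In the mutant lacking both snpc genes, 4945 piRNAs were called at 48 h, 901 higher and 4044 lower, and 4048 at 72 h, 671 higher and 3377 lower. With the sum of piRNA counts the calls were 2804 (1061 higher and 1743 lower) and 2863 (1466 higher and 1397 lower). In simulations without change beyond the 200 altered piRNAs, TMM made 517 false calls at 72 h at these totals, so the TMM counts carry that limit. The calls describe changes relative to the scaling, in libraries with about 3% of the wild-type total. 21ur-5554 had 42.3 ± 11.1 counts at 48 h against 9090 ± 831 in wild type (SD, n = 3), a log2 fold change of -3.96 by TMM (SE 0.48, edgeR adjusted p 3.5e-11) and -2.56 by the sum. 21ur-74 (IV, 15269716 to 15269736, minus strand) had 238 ± 77 against 8610 ± 507 counts, -1.42 by TMM (SE 0.4, edgeR adjusted p 0.0018) and -0.05 by the sum, where it was not called. It was also not called without mutant replicate 2 or wild type replicate 1, with -0.76 in both cases. At 72 h 21ur-5504 (IV, 16041087 to 16041107, plus strand) had 10.3 ± 5.51 against 11500 ± 3190 counts, -7.27 by TMM (SE 0.64, edgeR adjusted p 1.4e-16) and -5.25 by the sum, while 21ur-1793 had 574 ± 160 against 15000 ± 4380, -1.91 by TMM and 0.10 by the sum. 21ur-10492 had 911 ± 275 counts against 524 ± 64.6 at 48 h and 694 ± 92.4 against 488 ± 52.5 at 72 h, with TMM log2 fold changes of 4.55 (SE 0.65) and 3.31 (SE 0.62). 21ur-7611 had 370 ± 132 against 249 ± 9.87 at 48 h and 979 ± 266 against 1380 ± 169 at 72 h, with 4.33 (SE 0.46) and 2.30 (SE 0.42) by TMM and -0.49 at 72 h with equal library sizes.

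The classes for this mutant held 2718 and 2321 piRNAs. At 48 h the 48 h-enriched class held 18.1% ± 0.35 of its counts against 49.3% ± 3.5 in wild type (SD, n = 3), and at 72 h 14.8% ± 0.2 against 7.36% ± 1.1. The 72 h-enriched class held 23.7% ± 0.85 against 23.7% ± 3.9 at 48 h (exact permutation p 1), and 33.1% ± 0.32 against 67.7% ± 1.6 at 72 h. The other 3 comparisons had an exact permutation p of 0.1, the smallest possible, adjusted 0.109. As counts, the 48 h-enriched class was at 1.05% of wild type at 48 h and the 72 h-enriched class at 1.72% at 72 h. The difference between the ages was called for 294 piRNAs by TMM, 212 higher and 82 lower, and for 634 by the sum, 567 higher and 67 lower. The larger direction was the other one with TMMwsp (143 higher and 183 lower) and in the fit of the compared groups alone (220 higher and 629 lower). Without mutant replicate 3 at 48 h the TMM calls were 183, and without mutant replicate 2 or 3 at 72 h they were 141 and 174. Against snpc-1.2, a comparison across sets, 2932 piRNAs were called at 48 h (1079 higher and 1853 lower) and 1404 at 72 h (442 higher and 962 lower). With the sum of piRNA counts these were 2753 (1239 higher and 1514 lower) and 1518 (495 higher and 1023 lower). With TMMwsp the splits were 1292 higher and 927 lower at 48 h, and 820 higher and 502 lower at 72 h. In the simulation of this mutant against wild type, TMMwsp made 819 false calls at 48 h and 2 at 72 h. There TMM made 2 and 517. The sum, near the right scaling in the simulation by construction, made 0 and 0, and it kept the larger direction of TMM here. The larger direction against snpc-1.2 therefore depends on the scaling, and at 72 h the simulation gives no reason to prefer TMM to TMMwsp. Across 7064 piRNAs, the effect of this mutant in set B had a Pearson r with snpc-1.2 in set A of 0.22 at 48 h and 0.64 at 72 h, and with snpc-1.3 of 0.25 and -0.14.

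The remaining mutants served as references for piRNA loss and for secondary small RNAs. In prg-1, 2416 piRNAs were called at 48 h (387 higher and 2029 lower) and 2124 at 72 h (407 higher and 1717 lower). With DESeq2 size factors the calls were 653 (425 higher and 228 lower) and 645 (463 higher and 182 lower), and with the sum 864 and 1038. In simulations with 200 changed piRNAs at these totals, TMM made 2180 and 540 false calls. Without prg-1 replicate 2 the TMM calls at 48 h were 1431. 21ur-1793 had 26.7 ± 14.3 counts at 48 h against 10700 ± 1460 (SD, n = 3) and 40 ± 14.1 at 72 h against 15000 ± 4380, with log2 fold changes of -3.10 (SE 0.48) and -3.60 (SE 0.48) by TMM and -1.66 and -2.04 by the sum. 21ur-10492 had 556 ± 295 counts against 524 ± 64.6 at 48 h, and 1580 ± 500 against 488 ± 52.5 at 72 h.

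In mut-16, 358 piRNAs were called at 48 h (37 higher and 321 lower) and 667 at 72 h (87 higher and 580 lower). With the replicate block 72 were higher and 390 lower at 48 h. With TMMwsp the split at 48 h was 94 higher and 287 lower, and with equal library sizes that at 72 h was 380 higher and 235 lower. Without mut-16 replicate 1 the calls were 106 at 48 h and 402 at 72 h, and without mut-16 replicate 2 they were 206 at 48 h. At 48 h 21ur-10492 had 112 ± 104 counts against 524 ± 64.6 (SD, n = 3; log2 fold change -2.52, SE 0.61, edgeR adjusted p 0.0065). It was not called without mut-16 replicate 1 or 2 or wild type replicate 2 or 3 (edgeR adjusted p 0.053 to 0.1). At this age novel_21ur-0608 (III, 12972961 to 12972981, plus strand) had 108 ± 36.9 counts against 10 ± 1.73 (log2 fold change 2.98, SE 0.4). At 72 h 21ur-7611 had 276 ± 186 against 1380 ± 169 (log2 fold change -3.17, SE 0.44, edgeR adjusted p 1.3e-07) and 21ur-5883 (IV, 9140165 to 9140185, plus strand, antisense to daf-10 outside its exons) had 758 ± 222 against 155 ± 49.1 (1.23, SE 0.36, edgeR adjusted p 0.018). The latter was not called without mut-16 replicate 1 or 2 or wild type replicate 1 or 3 (edgeR adjusted p 0.055 to 0.13), nor by the sum.

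In hrde-1, 69 piRNAs were called at 48 h (19 higher and 50 lower) and 120 at 72 h (31 higher and 89 lower). The splits with equal library sizes were 1 higher and 37 lower, and 3 higher and 49 lower, and the sum gave 27 higher and 43 lower at 48 h. With the replicate block the calls at 48 h were 109, with 35 higher and 74 lower. At 48 h the calls were 23, 34 and 38 without hrde-1 replicate 1, 2 and 3, and 41 and 29 without wild type replicate 2 and 3. At 72 h they were 29 without hrde-1 replicate 2, and 58, 73 and 74 without wild type replicate 1, 2 and 3. 21ur-10492 had 26 ± 8.66 counts at 48 h against 524 ± 64.6 (log2 fold change -4.29, SE 0.68, edgeR adjusted p 0.00012), and 21ur-7611 had 284 ± 67.9 at 72 h against 1380 ± 169 (-2.32, SE 0.42, edgeR adjusted p 0.00024). 21ur-6702 (IV, 13870711 to 13870731, plus strand, antisense to prdh-1 outside its exons) rose by 1.22 at 48 h (SE 0.3) and 21ur-2944 (IV, 13906388 to 13906408, plus strand, antisense to Y37A1A.2 outside its exons) by 1.34 at 72 h (SE 0.33). 21ur-6702 lost its call without any 1 of 5 libraries, wild type replicate 2 being the exception (edgeR adjusted p 0.073 to 0.23). 21ur-2944 lost it without hrde-1 replicate 2 or wild type replicate 1 or 3 (edgeR adjusted p 0.072 to 0.29). In mut-16 and hrde-1 the class shares overlapped wild type at both ages. In prg-1 the 48 h-enriched class held 22.1% ± 1.6 at 48 h against 49.3% ± 3.5 in wild type, and the 72 h-enriched class 28.7% ± 1.5 at 72 h against 67.7% ± 1.6. The other shares of prg-1 overlapped wild type, with 22.5% ± 1.5 against 23.7% ± 3.9 in the 72 h-enriched class at 48 h and 8.36% ± 0.19 against 7.36% ± 1.1 in the 48 h-enriched class at 72 h.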

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

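The tests by the ratio of the classes, the comparisons with wild type of the other age, the tests of development, of carry-over and against prg-1, and the splits that spread all libraries over the groups were chosen only after the result was seen. Every count of splits comes from fits of the compared libraries alone, whose own number of calls is given beside it and differs from the number reported from the fit of all 54 libraries.

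The effect of snpc-1.2 differed between the ages for 2637 piRNAs, by a test of the difference itself, and for 2680 in a fit of the 4 compared groups alone. When labels were exchanged within age, 6 of 100 splits, the real one included, gave at least 2680 calls, so chance is not excluded by that count. The 5 others all kept the true labels at 1 of the ages and so carry a full mutant effect. With all 12 libraries spread over the 4 groups, a scheme added after the first was seen, 3 of 100 did. Thinning every set A library to the smallest total of 132848 counts left 1898 calls against 3093 in the same libraries unthinned, which argues against library size as the cause of the calls as a whole. The log2 ratio of counts in the 48 h-enriched to the 72 h-enriched class shifted by 1.99 at 48 h and by 5.40 at 72 h, a difference of 3.41, with no overlap. Scaling factors cancel in this ratio, so scaling alone would leave the shifts alike. After thinning the difference was again 3.41, but thinning cannot move the expected ratio, so that value decides nothing. The number of calls itself depends on scaling, since with equal library sizes edgeR gave 0 calls, 1909 at an unadjusted p below 0.05, and DESeq2 gave 2547 with its own size factors. The snpc-1.2 libraries at 72 h did not match wild type at 48 h, as 6581 of 8512 piRNAs differed, 584 higher and 5997 lower. Under other scalings 2672 by the sum (966 higher and 1706 lower), 3020 with DESeq2 size factors (773 and 2247), 6300 with TMMwsp (611 and 5689) and 7447 with equal library sizes (348 and 7099) differed. If composition moves from that of one age to that of the other, delayed animals would lie between them. Every snpc-1.2 library at 72 h lay beyond every wild-type library at 48 h in the log2 ratio, by at least 0.71, with 13 to 15.2% of counts in the 72 h-enriched class against 24.3 to 31.3%, which argues against a delay within this interval as the only effect. A delay added to an effect equal at both ages stays open: less the shift at 48 h, the ratio at 72 h was -0.13, between the wild-type means of -3.54 at 72 h and 0.82 at 48 h. A larger need for the gene at 72 h also stays open, as a hypothesis.

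The effect of snpc-1.3 differed between the ages for 3320 piRNAs, and for 3061 in a fit of the compared groups alone. Labels exchanged within age gave at least 3061 calls in 9 of 100 splits, all 8 others with true labels at 1 age, so chance is not excluded by that count. With libraries spread over the 4 groups 1 of 100 did. After thinning, 1356 calls were left against 3075 unthinned, a number that lies between the limits set for either reading and decides nothing, so a part of library size in the number of calls stays open. The ratio of the classes shifted differently at the ages by 3.98 (3.92 with classes without set C wild type replicate 3 at 72 h), with no overlap, which argues against scaling as the cause. It was 4.00 after thinning, which cannot move the expected ratio and decides nothing. Between snpc-1.3 at 48 h and wild type at 72 h, 1091 of 8512 piRNAs (12.8%) differed, more than the 1 in 20 allowed for a match, with 237 higher and 854 lower. Between snpc-1.3 at 72 h and at 48 h 200 differed (2.35%). Under the other scalings these were 502 to 1165 (5.9 to 13.7%) and 109 to 241 (1.28 to 2.83%). Every snpc-1.3 library at 48 h lay beyond every wild-type library at 72 h in the log2 ratio, by at least 0.26. With classes without set C wild type replicate 3 at 72 h the gap was 0.27. The gap of 0.26 is below the SD of 0.33 between the wild-type libraries at 72 h. The 48 h-enriched class held 3.56 to 3.78% of counts against 4.73 to 7.05%. The 72 h-enriched class held 57.9 to 58.1%, within the wild-type range of 57.7 to 60.6% at 72 h. The ratio and the 48 h-enriched class thus argue only weakly against animals partly advanced in development as the only effect. The 72 h-enriched class does not argue against it. Advanced development added to an effect equal at both ages stays open: less the shift at 72 h, the ratio at 48 h was -2.82, between the wild-type means of 1.16 at 48 h and -3.39 at 72 h, and with the classes without that library -2.96, between 0.97 and -3.53. Loss of a 48 h program also stays open, as a hypothesis.

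For the mutant lacking both genes the difference was called for 294 piRNAs, and for 849 in a fit of the compared groups alone. Labels exchanged within age gave at least 849 in 9 of 100 splits, and libraries spread over the groups in 5 of 100, so chance is not excluded by either. No splits were drawn in the fit that gave 294. In the first scheme all 8 others kept the true labels at 1 age. With wild type thinned to the totals of the mutant 261 calls were left against 849 in the same groups unthinned, which decides nothing, so a part of library size in the number of calls stays open. The ratio of the classes shifted differently by 3.49, with no overlap, which argues against scaling as the cause. It was 3.51 after thinning, which cannot move the expected ratio and decides nothing.

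In the same mutant the share of the 48 h-enriched class fell by 31.2 points at 48 h and rose by 7.4 at 72 h, in every library, a difference of 38.6 points. Exchanging genotypes within age gave an exact permutation p of 0.005, the smallest possible, and 0.03 after adjustment over 6 such tests. The other tests gave 0.055 to 0.135. This exchange assumes no genotype effect at either age, not an equal effect at both, so its p does not establish the difference. It also depends on the signs: in snpc-1.3 the same class changed by -39.7 and -3.1 points, a difference of 36.6, with an exact permutation p of 0.1. With wild type thinned to the totals of the mutant the difference was 38.5 points, but thinning cannot move an expected share, so this decides nothing. Carry-over of reads was weighed by the log2 ratio of the classes, since reads outside the classes dilute a share. Reads from the pool of set B alone would give 1 ratio, but it was higher at 48 h (-0.44 to -0.31) than at 72 h (-1.19 to -1.13), by 0.78, which argues against them as the only source. Nor could a mixture of the other set B libraries of the same age give both ratios. At 72 h the mutant lay above all 12 of them by at least 0.51, and at 48 h below all 12 by at least 0.06, a gap below the SD of 0.07 between its replicates. The ratio alone allows carry-over from the pool, whose ratio was -0.94, mixed with reads like wild type, since at both ages the mutant lay between the pool and wild type (means of 1.06 at 48 h and -3.21 at 72 h). A mixture that supplied 0.5 of the class counts would bring every abundant wild-type piRNA, but at 72 h 73 of the 100 class members most abundant in wild type had under 0.5 of that level in every mutant library, at the mixing share that left fewest, against 0 by the same count in set A wild type thinned to the same class totals. This argues against the mixture as the main source at 72 h, and so for the pattern as a whole, while a smaller part stays open. At 48 h 5 of 100 fell short, against at most 1 in thinned wild type, which does not pass the limit of 5 set for this test, so such carry-over at 48 h cannot be told apart from a change in the mutant. By the share of the 48 h-enriched class, with a difference of 3.4 points between the ages, a gap of 1.9 points to the nearest library of the same age and a pooled share of 25.3%, carry-over and a change in the mutant cannot be told apart, because of that dilution. The mutant and prg-1 overlapped in 1 of 4 class shares, and the ratios at 72 h were apart, so the reads left are not only those left in prg-1. In prg-1, though, the 48 h-enriched class also fell at 48 h (22.1% against 49.3% in wild type). Its 72 h-enriched class also fell at 72 h (28.7% against 67.7%). These falls are thus not particular to loss of the snpc genes. The 48 h-enriched class of prg-1 at 72 h overlapped wild type (8.36% against 7.36%). A biological difference between the ages in what remains without both genes stays open as a hypothesis, untested here.

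For the other results, the split counts were as follows. Each comparison of a mutant with wild type at 1 age has 10 splits, of which 1, the real one, gave as many calls, which cannot exclude chance. The real splits gave 72 to 5158 calls and the others at most 7. Where the libraries are treated as paired by number, in snpc-1.2, mut-16 and hrde-1 at 48 h, 4 of the 10 splits part every pair. Of these only the real one gave any call. Among those that keep a pair together, 1 gave 6 calls in hrde-1. For wild type across ages 1 of 100 splits did. For the mutant lacking both genes against snpc-1.2, exchange within set gave 2 of 100 at 48 h and 3 of 100 at 72 h, and spreading the libraries gave 1 and 1.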

How the results depend on the processing

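Equal library sizes, TMMwsp, the fits and classes without set C wild type replicate 3 at 72 h and all comparisons with the wild-type stage effect were chosen only after the result was seen. Values here are numbers of piRNAs called unless a log2 fold change, a share or r is named. The cause of a change was not tested unless one is given.

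With DESeq2 size factors prg-1 had 653 calls at 48 h and 645 at 72 h, and the difference between the ages in the mutant lacking both snpc genes had 576. With the sum of piRNA counts prg-1 had 864 and 1038, the mutant lacking both genes 2804 at 48 h, and its difference between the ages 634. With TMMwsp prg-1 had 870 and 1097 and the mutant lacking both genes 3293 at 48 h. In the simulations at these totals, TMM made 2180 false calls at 48 h and 540 at 72 h for prg-1 and 2 and 517 for the mutant lacking both genes. TMMwsp made 575 and 6 and then 819 and 2. The sum made at most 1, but it was near the right scaling there by construction.

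With equal library sizes, which leave the differences in total in the fold changes, snpc-1.2 had 2270 calls at 48 h, snpc-1.3 3944 at 48 h and 404 at 72 h, the mutant lacking both genes 7441 and 6395, prg-1 7922 and 7145, mut-16 195 at 48 h, and hrde-1 38 and 52. The mutant lacking both genes against snpc-1.2 had 5198 and 3531. The differences between the ages were called by edgeR for 0 piRNAs in snpc-1.2 (1909 at an unadjusted p below 0.05; DESeq2 called 2547), for 818 in snpc-1.3 and for 191 in the mutant lacking both genes.

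With a filter at a mean of 10 counts, which tests fewer piRNAs, wild type across ages had 4466 calls, snpc-1.3 4274 at 48 h, prg-1 935 and 525, mut-16 110 and 128, hrde-1 34 and 37, the mutant lacking both genes 2644 at 72 h, and its difference between the ages 641. In fits of the compared groups alone, wild type had 4233, snpc-1.2 1356 at 48 h, snpc-1.3 415 at 72 h, prg-1 931 and 1120, mut-16 141 and 294, hrde-1 75 at 72 h, and the difference between the ages in the mutant lacking both genes 849. These fits redo the filter, and for wild type they tested 4824 piRNAs against 8512. Set C alone gave 1440 of 3658 tested for wild type, and 2762 of 4393 without its replicate 3 at 72 h.

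With the DESeq2 Wald test hrde-1 had 67 at 72 h, prg-1 948 at 48 h, and the difference between the ages in the mutant lacking both genes 814. Without the set, the differences between the ages were 1698 in snpc-1.2 and 1849 in snpc-1.3. With the replicate block hrde-1 had 109 at 48 h, where the libraries are treated as paired, and 191 at 72 h, where they are not. In the other comparisons treated as paired at 48 h the block gave 4166 for snpc-1.2 and 462 for mut-16. It moved no other total by over 1.5 times and changed no call of a named piRNA. With limma on the deposited log2 CPM, which holds more piRNAs, snpc-1.2 had 10292 at 72 h, snpc-1.3 1436 at 72 h, the mutant lacking both genes 10821 and 11267, against snpc-1.2 10500 and 9056, and between the ages 4163. There prg-1 had 11395 and 11682, mut-16 2255 at 72 h, and hrde-1 114 and 234. Most of these calls were higher where most of those reported were lower: 9595 higher and 1800 lower in prg-1 at 48 h and 10186 and 1496 at 72 h, 8618 and 2203 and then 9693 and 1574 in the mutant lacking both genes, 8519 and 1981 and then 7347 and 1709 in it against snpc-1.2, and 7782 and 2510 in snpc-1.2 at 72 h. The other counts stayed within 1.5 times those reported, in 137 cases.

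The larger direction of the calls changed in 32 of 202 counts under other settings, 19 of them among the 137. For prg-1 the DESeq2 Wald test gave 791 higher and 157 lower at 48 h and 2122 and 217 at 72 h, and DESeq2 size factors 425 and 228, and 463 and 182. snpc-1.2 at 72 h had 3948 higher and 2708 lower with DESeq2 size factors, 3897 and 2608 in the Wald test and 4251 and 2604 by the sum, and the mutant lacking both genes 1466 and 1397 at 72 h by the sum. The difference between the ages in snpc-1.3 had 1375 and 1100 with DESeq2 size factors, 1428 and 1321 with a mean of 10 counts, 1931 and 1715 by limma, 811 and 7 with equal library sizes, 1614 and 1447 with the compared groups alone and 1561 and 1006 in the Wald test. That in the mutant lacking both genes had 143 and 183 with TMMwsp and 220 and 629 with the compared groups alone, and that mutant against snpc-1.2 had 1292 and 927, and 820 and 502, with TMMwsp. Wild type across ages had 4808 and 4114 by limma, 3874 and 3392 with TMMwsp and 2222 and 2011 with the compared groups alone. snpc-1.3 at 48 h had 3370 and 3328 with the replicate block and 3689 and 3106 with TMMwsp, hrde-1 at 48 h 43 and 29 with the compared groups alone, and mut-16 at 72 h 380 and 235 with equal library sizes.

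Leaving out 1 library gave 2321 to 3584 calls for snpc-1.2 at 48 h, 519 to 773 for snpc-1.3 at 72 h, 1431 to 2107 for prg-1 at 48 h, 106 to 432 and 402 to 746 for mut-16, 23 to 61 and 29 to 92 for hrde-1, and 141 to 310 for the difference between the ages in the mutant lacking both genes. It moved the totals of hrde-1 to between 88.4 and 112% of wild type at 48 h and between 88.8 and 116% at 72 h, and that of snpc-1.3 at 72 h to between 97.2 and 123%.

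Among the class shares, that of the 72 h-enriched class in the mutant lacking both genes at 48 h changed sign. It was -0.1 points, -2.9 with 4-fold classes, -4.4 with classes without a composition factor, 2.9 with classes from all 3 sets, 1.3 without the 10 most abundant piRNAs, and -1.4 to 2.2 without 1 library. The other shares kept their direction under the alternatives run, but not their size. With 4-fold classes, which hold fewer piRNAs (338 against 1789 in the 72 h-enriched class for snpc-1.3), the rise of the 72 h-enriched class in snpc-1.3 was 4.9 points at 48 h against 38.4 and 0.4 at 72 h against 3.3. The change of that class in snpc-1.2 was -9.6 against -17.8 at 48 h and -36.5 against -57.7 at 72 h, and that of the 48 h-enriched class in the mutant lacking both genes at 72 h was 4 against 7.4. Classes without set C wild type replicate 3 at 72 h gave -40.7 and 42.7 points for snpc-1.3 at 48 h and -3.2 and 3.4 at 72 h. No other share changed by over 1.5 times outside the fits without 1 library. Their tests cannot pass 0.05 at 3 against 3.

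For the correlations of log2 fold changes, a change by more than 0.02 is given. With Spearman's rho, snpc-1.2 against the mutant lacking both genes was 0.14 at 48 h and 0.56 at 72 h, and snpc-1.3 against it 0.13 and -0.24. Against the wild-type stage effect rho was -0.67 and -0.80 for snpc-1.2 and 0.88 and 0.65 for snpc-1.3. With a mean of 10 counts, r against the mutant lacking both genes was 0.66 for snpc-1.2 at 72 h, and 0.16 and -0.21 for snpc-1.3. Against the stage effect it was -0.71 and -0.85 for snpc-1.2 and 0.91 and 0.70 for snpc-1.3, and between sets A and B 0.97. By the sum, snpc-1.2 against the mutant lacking both genes was 0.62 at 72 h.

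Of the named piRNAs, 390 values under other settings kept direction and call, and 60 kept the direction and lost the call. The log2 fold change of 21ur-5554 in snpc-1.2 at 48 h became 0.17 with DESeq2 size factors, 0.17 in the DESeq2 Wald test and 0.40 without wild type replicate 2, with a range of -1.28 to 0.40 without 1 library. In snpc-1.3 it became -0.04 with equal library sizes. In the mutant lacking both genes at 72 h, 21ur-1793 became 0.10 by the sum and 21ur-7611 became -0.49 with equal library sizes. 21ur-10492 in snpc-1.2 at 72 h became -0.26 without the set.

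Alternatives that need library read totals, each set alone for the class shares, and agreement with the mutants of set C were not run. Depth limits prg-1 and the mutant lacking both genes most. In the simulation at their totals, the sum of piRNA counts recovered 10.5% of 4-fold changes for prg-1 at 48 h and 33% for the mutant lacking both genes at 48 h, so most changes of that size were missed there.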

Other observations

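The tests of dependence on mut-16 were chosen only after the result was seen, as was the minimum of 50 counts that defines the loci below; a first look with another minimum listed more loci. The other tests were specified before their result was seen.

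Among loci with a mean of at least 50 wild-type counts at an age in set B, 10 had more than 0.5 times the wild-type counts in prg-1, where the total was near 1% of wild type. Of these, 7 (70%) were called lower in mut-16, against 20 of 3213 other loci (0.622%, Fisher's exact test p 1.5e-13), and 5 (50%) lay antisense to an exon of a protein-coding gene, against 50 of 3213 (1.56%, p 2.8e-07). Both properties were found together at 2 of the 10 loci, and 4 of the 7 that were lower in mut-16 lie on the strand of an exon of a protein-coding gene, so the percentages do not support each other. A candidate explanation for the 7 is that the reads counted there are small RNAs that need mut-16 and not PRG-1. 21ur-10492, antisense to an exon of F15D4.5, is one of them, with a ratio of 1.06 in prg-1 at 48 h and 0.214 in mut-16. prg-1 and mut-16 share their wild-type libraries. A wild-type value low by chance would raise the ratios of both mutants, whereas the 7 loci were high in one and low in the other. This does not cover the 2 loci with ratios above 1 in mut-16, novel_21ur-0308 (1.09 and 0.779 in prg-1 at 48 h and 72 h, 1.6 and 1.86 in mut-16) and 21ur-9360 (1.62 in prg-1 and 1.62 in mut-16 at 72 h), for which it stays open. The loci novel_21ur-0847 and novel_21ur-0849 overlap each other, so they are not independent.

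A further 9 loci had more than 0.5 times the wild-type counts in the mutant lacking both snpc genes and less than 0.05 times in prg-1 at the same age. Of these 33.3% lay outside chromosome IV against 0.653% of 3214 others (Fisher's exact test p 3e-05). Those are 3 loci, of which novel_21ur-1713 and 21ur-12947 both lie antisense to exons of F02C12.3, so they are not independent. None (0%) overlapped a tRNA gene on the same strand, and neither did any other locus (0), so that test could not have come out otherwise and leaves fragments of tRNAs open. The largest was 21ur-7611, with ratios of 1.48 and 0.711 at the 2 ages, against 0.00668 and 0.000726 in prg-1. Of the 9 loci, 5 (55.6%) were called lower in mut-16, against 22 of 3214 others (0.685%, Fisher's exact test p 3.4e-09), among them 21ur-7611 and all 3 outside chromosome IV. A candidate explanation for these 5 is small RNAs that need mut-16 as well as PRG-1. Transcription that does not need the snpc genes stays open for the others.

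Loci outside chromosome IV held 0.983% ± 0.081 of the counts of piRNAs with coordinates in set B wild type at 48 h (SD, n = 3), 37.6% ± 1.3 in the mutant lacking both genes and 57.4% ± 1.2 in prg-1. At 72 h the values were 1.44% ± 0.2, 31.9% ± 2.9 and 64.4% ± 0.91. The share was expected to exceed that of prg-1 as well as wild type if these loci escaped the need for the snpc genes, and it lay below prg-1 at both ages. It also rises with the loss of counts on chromosome IV, which was larger in prg-1, so this decides nothing. As counts, without correction for depth, these loci had 8489 ± 83 in wild type, 9195 ± 2584 in the mutant lacking both genes and 3860 ± 1757 in prg-1 at 48 h, and 11468 ± 723, 9017 ± 735 and 5705 ± 1657 at 72 h. Escape from the need for the snpc genes and reads other than piRNAs at those loci both stay open. In set A the same share was 9.38% ± 2 in snpc-1.2 at 72 h against 1.51% ± 0.069 in wild type. As counts, without correction for depth, these loci had 16594 ± 2930 against 11021 ± 2738. The ranges overlapped (13660 to 19520 and 9191 to 14169), so the share rose more than the counts did.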
